A study of Homo sapiens with 12 samples. Its data were reported in "HMGB1 coordinates SASP‐related chromatin folding and RNA homeostasis on the path to senescence" (2021).

How the data were processed

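Ribo-seq sequences the stretches of mRNA that a bound ribosome shields from RNase digestion. It was performed, with RNA-seq of poly(A)-enriched RNA, on IMR90, a primary line of human fetal lung fibroblasts. Cells were either proliferating (Pro) or had been passaged until they stopped dividing, a state called replicative senescence (Sen). Each state had 3 lysates, and each lysate gave 1 Ribo-seq and 1 RNA-seq library, which makes 12 libraries in 4 groups of 3 replicates. Groups and replicate numbers were taken from the sample labels. The culture protocol names 2 isolates of the line without saying which sample came from which, so an effect of isolate could not be separated from the effects reported here. The RNA-seq files of proliferating cells carry a tag that resembles the name of the solvent DMSO, which the labels do not mention, and whether these cultures received it is not known. The protocol took the RNA for RNA-seq from a part of each lysate, so Ribo-seq and RNA-seq libraries with the same state and number were treated as 1 lysate. The correlation across genes between the deviations of such library pairs from their group means was low, from -0.139 to 0.215 over the 6 lysates.

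For each of 38716 gene symbols, the deposited tables give the reads that the authors assigned to the 5′ UTR, the coding sequence (CDS), the 3′ UTR and several non-coding classes. The unit of these deposited values was read as an expected count, without any scaling to depth, because most values were whole and the rest were simple fractions of a read. Among nonzero CDS values of the Ribo-seq libraries, from 12.1% to 22.7% were not whole. The planned tests had assumed plain counts, and values were therefore rounded to whole numbers after the regions of a gene had been summed. The methods do not state the aligner, genome build, annotation release, strand rule or handling of reads with several placements for these tables. The authors' own normalised values and test results were not used here.

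Ribosome-protected fragments (RPF) of a gene were its CDS reads in a Ribo-seq library, as in the published methods. The mRNA level was the sum of its 5′ UTR, CDS and 3′ UTR reads in an RNA-seq library. Other read classes entered no comparison between the states and are described in the closing observations alone. At least 1 CDS read in some library was found for 16451 symbols. Levels are given as CPM, the counts scaled to library size with TMM factors (the standard edgeR unit), and their error as the SD over 3 replicates. Translational efficiency (TE) of a lysate was the log2 ratio of RPF to mRNA after adding 0.5 to each count. Shares of a library's reads carry Wilson 95% confidence intervals, and a floor of 3 counts was taken as the limit below which a level was not resolved. Intervals and floors cover counting error only, since reads copied by PCR are not independent molecules.

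Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after filterByExpr and with TMM factors computed within each library type. The mRNA and RPF tests each used their 6 libraries. The TE test used all 12 libraries and genes kept in both types, with the lysate as a block, the library type, and the interaction of library type with state, whose coefficient is the TE change. Tests were two-sided, and a gene was called changed at a Benjamini-Hochberg adjusted p-value under 0.15, which is the false discovery rate of 15% in the published methods. Fold changes are fitted log2 ratios of senescent to proliferating cells, with a standard error (SE) obtained from the coefficient and its test statistic. The fit works on counts, so deep libraries weigh more in it, whereas mean CPM weighs the 3 replicates alike. A fold change can therefore differ from the ratio of the mean CPM values, and its SE is not the spread of the replicates. Changed genes were then sorted into modes of regulation. Translation mode required TE and RPF past the threshold in the same direction, abundance mode required RPF and mRNA past it in the same direction without translation mode, and buffering mode required mRNA and TE past it in opposite directions with RPF not past it. A gene was called opposed when its mRNA and RPF fold changes had opposite signs and differed by at least 0.6 on the log2 scale.

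Gene lists were tested in each layer with camera (limma 3.58.1, preset correlation of 0.01), with Benjamini-Hochberg adjustment over the 15 tests and a threshold of 0.05, and again with fry. The lists were 43 chromatin factors, 9 RNA-binding proteins that bind HMGB1, 65 proliferation genes, 79 ribosomal proteins and 51 genes of the senescence-associated secretory phenotype (SASP). They share no gene. Named genes were HMGB1, 6 senescence and proliferation markers, 6 genes that the study had named as discordant from these same libraries, 4 RNA-binding proteins bound by HMGB1, and, in each layer, the 5 highest and 5 lowest fold changes among changed genes whose replicates did not overlap between the states, for TE by the ratio of RPF to mRNA without the 0.5. Not every gene picked by these rules is given by name. The main tests, the lists, the naming rule and most other settings were fixed before the data were examined. Other settings were chosen after seeing the data, namely RNA-seq reads of the CDS only, leaving out the 2 shallow lysates, voom with quality weights, removal of GC content and length trends, and library totals without factors.

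Gene positions, GC content and CDS lengths were taken from GENCODE 44 as mapped to GRCh37, matched by symbol. Of the 7521 genes tested for RPF, 7495 had a value, as did every member of the 5 lists. RefSeq (GRCh38.p14) served only to find which features lie next to tRNA or other small RNA genes, and 35247 of the 38716 symbols matched it.

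The tests were checked on simulated data with the depths of these libraries and 200 changed genes of each kind, with a log2 change of 1. At those depths edgeR recovered all 200 changed genes for mRNA, 324 of the 373 that passed the filter for RPF, where both kinds change (86.9%), and 141 of the 188 that passed it for TE (75%), with 12.7%, 14.1% and 12.4% of its calls false. Over 10 draws of such data, edgeR recovered from 64.8% to 78.5% of the changed genes for TE (median 75%), DESeq2 1.42.0 from 1.60% to 15.6% (median 7.35%) and analysis of partial variance 0. The simulation used 1 dispersion per library type and no library-wide effects, which real libraries may exceed. The package anota2seq was not used here. A per-gene regression of RPF on mRNA and state with a moderated residual variance (analysis of partial variance) stood in for it as an alternative.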

Results

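Ribosome-protected fragments (RPF, by Ribo-seq) and poly(A)-enriched mRNA (by RNA-seq) were compared between proliferating (Pro) and senescent (Sen) IMR90 lung fibroblasts, with 3 lysates per state and both library types from each lysate. The comparison asks how far the senescent programme is carried by changes in mRNA level and how far by changes in translation, with attention to HMGB1, a nuclear protein that senescent cells lose. RNA-seq libraries held from 7902427 to 14144455 reads in mRNA regions. Ribo-seq libraries were shallower and uneven. Their CDS reads numbered 54421, 685061 and 1718521 in Pro 1, 2 and 3, and 1672807, 54708 and 583798 in Sen 1, 2 and 3, a 31.6-fold range. Libraries Pro 1 and Sen 2, called shallow in what follows, together held 2.29% of all CDS reads. At least 10 CDS reads were found for 1133 genes in Pro 1 and 1107 genes in Sen 2, against 6633 to 9649 genes in the other Ribo-seq libraries. On library totals without TMM factors, a floor of 3 counts corresponded to 55.1 CPM in Pro 1 and 54.8 CPM in Sen 2. It was at most 5.14 CPM in the other 4.

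The share of assigned Ribo-seq reads that fell in the CDS also varied. It was 34.4% in Pro 1 (95% Wilson interval, 34.1 to 34.6), 84.4% in Pro 2 (84.3 to 84.4) and 88.8% in Pro 3 (88.8 to 88.9). In senescent cells it was 77.8% in Sen 1 (77.8 to 77.9), 15.0% in Sen 2 (14.9 to 15.1) and 54.7% in Sen 3 (54.6 to 54.8). In RNA-seq libraries the CDS share stayed between 59.9% and 63.3%. No library took more than 2.27% of its CDS reads from 1 gene.

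**Figure D1:**
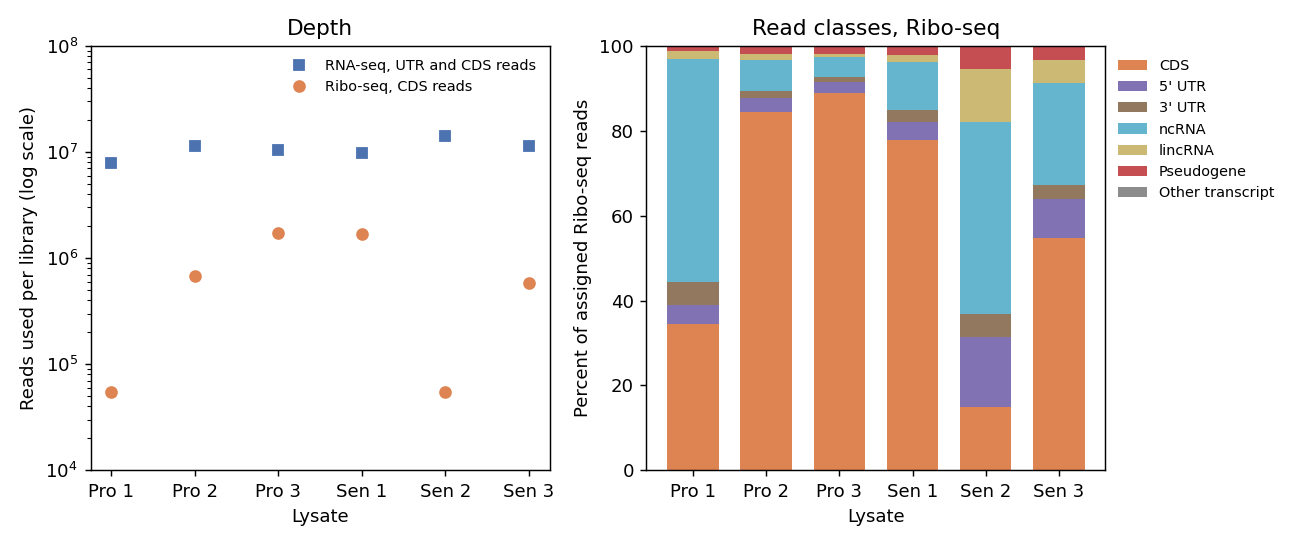
Reads used per library (left, log scale) and read classes as a percentage of assigned Ribo-seq reads (right) for the 6 lysates. CDS reads of Pro 1 (54421) and Sen 2 (54708) lie far under those of the other 4 Ribo-seq libraries, and their CDS shares are 34.4% and 15.0%.

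Across genes, log2 CPM of RPF correlated with r = 0.972 between Pro 2 and Pro 3 and r = 0.968 between Sen 1 and Sen 3. Pairs of the same state that include a shallow library reached r from 0.732 to 0.771. RNA-seq replicates of a state correlated at r from 0.992 to 0.995, and pairs across states at 0.924 to 0.926. Genes are not independent replicates, so no p-value is attached. No 2 libraries were duplicates, as counts of every same-state pair differed by more than sampling noise (chi-square per degree of freedom from 1.34 to 2.13 for RPF and from 3.06 to 10.4 for mRNA).

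At the mRNA level, 9413 of 12787 tested genes changed (73.6%), of which 4683 were higher and 4730 lower in senescent cells. Among them 4201 changed by over 0.6 on the log2 scale. The groups of 3 did not overlap for 67.8% of tested genes, where chance gives 10%. The alternative that moved this count most, apart from the demand for a change over 0.6, thinned each RNA-seq library at random to the reads of its Ribo-seq partner, after which 4308 genes changed. Without TMM factors the median fold change over all genes shifted to -0.11 for mRNA and -0.14 for RPF, and the share of higher genes among changed ones fell from 49.8% to 40.4% for mRNA and from 51% to 39.5% for RPF. Directions are given relative to TMM scaling.

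At the RPF level, 4077 of 7521 tested genes changed (54.2%), with 2078 higher and 1999 lower. The median SE of a fold change was 0.26 here against 0.10 for mRNA. Groups did not overlap for 32.6% of tested genes, against the 10% that chance gives. The number of calls depended on the test, as DESeq2 called 1164 genes, all of them among the 4077. It also depended on 1 library, since 2689 genes passed without Sen 1. Restricting the test to the 828 genes with at least 10 counts in every library left 605 calls.

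Changes in mRNA and RPF were then set against each other over the 7473 genes tested in both layers. The fold changes correlated across genes with a Pearson r of 0.803 and a Spearman rho of 0.786, and 5948 genes (79.6%) moved in the same direction. Of the 4034 genes in this set whose RPF changed, 3726 (92.4%) had an mRNA change of the same sign. Where both layers passed the threshold (3526 genes), 3384 (96.0%) agreed in direction and 142 did not. The correlation was 0.70 without lysate Sen 1 and 0.868 among the 1499 genes with a mean of at least 100 RPF counts. Opposed genes, whose 2 fold changes had opposite signs and lay at least 0.6 apart, numbered 444 (5.94%). In 204 of them RPF rose while mRNA fell, and in 240 the reverse held. The TE test passed its threshold for 234 of the 444. Their number rose to 857 without lysate Sen 1 and to 684 without lysate Pro 3, and fell to 40 among genes with a mean of at least 100 RPF counts.

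**Figure D2:**
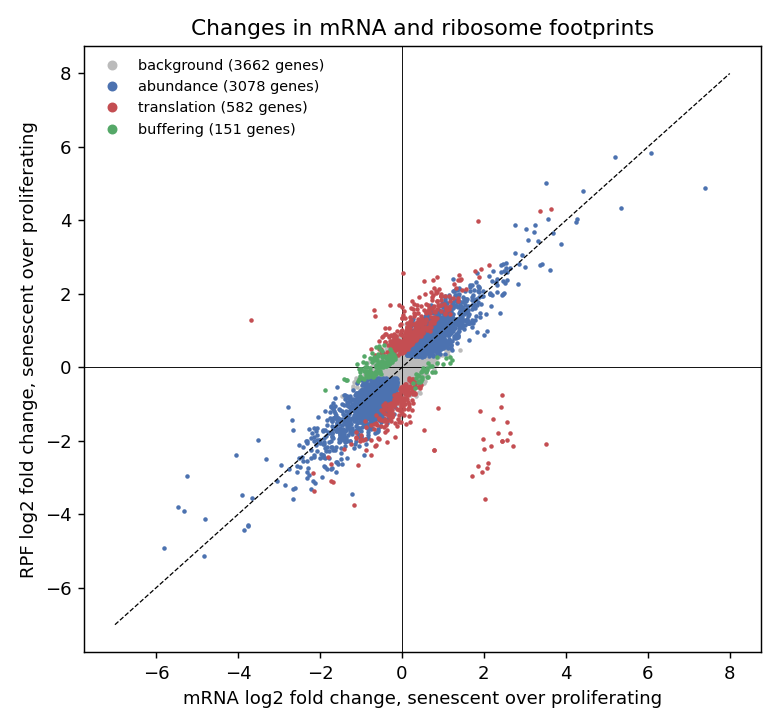
RPF log2 fold change against mRNA log2 fold change, senescent over proliferating, for the 7473 genes tested in both layers, coloured by mode of regulation, with the line of equal change dashed. The genes spread along that line (r = 0.803), and 582 genes in translation mode and 151 in buffering mode lie away from it.

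In the joint test of both library types, TE of 775 of 7473 genes changed (10.4%), with 508 higher and 267 lower. Groups of lysate TE values did not overlap for 16.8% of tested genes, against 10% by chance, and both conditions held for 410 genes. These counts and the naming rule used plain ratios of RPF to mRNA. With 0.5 added to each count they were 16.3% and 387. This count was the least stable of the 3 layers. It was 28 with DESeq2, all of them among the 775, and 0 by analysis of partial variance, where 548 genes had an unadjusted p-value under 0.05. It was 1339 without the lysate block. Without Pro 2, Pro 3, Sen 1 or Sen 3 it was 151, 178, 182 and 177, whereas 1103 genes passed without Pro 1 and 750 without Sen 2. The share of higher genes depended on the setting. It was 65.5% under TMM factors within each library type, 55.2% under RLE factors, 51.1% under TMM factors over all 12 libraries and 46.9% under library totals. It was 21.4% with DESeq2 (6 of 28), 44.2% with at least 1 read, 80.1% with at least 10 counts in every library and 44.4% without Pro 1.

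Sorting by mode placed 3078 genes in abundance mode (1574 with higher and 1504 with lower RPF), 582 in translation mode (362 higher and 220 lower) and 151 in buffering mode. The remaining 3662 showed none of these. DESeq2 tests gave 1062, 23 and 5 genes. Leaving out 1 lysate moved translation mode between 118 genes (without Pro 2) and 831 (without Pro 1), and buffering mode between 23 (without Sen 3) and 200 (without Pro 1), while abundance mode stayed between 2184 and 3340.

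HMGB1 (chromosome 13, 31030841 to 31191734, minus strand; GRCh37) had an mRNA level of 372 ± 17 CPM in proliferating and 142 ± 6.34 CPM in senescent cells (SD, n = 3 each). Its mRNA log2 fold change was -1.38 ± 0.07 (SE; adjusted p = 2.84e-13). RPF went from 397 ± 38.3 to 135 ± 25.4 CPM, a log2 fold change of -1.53 ± 0.17 (adjusted p = 8.26e-12), although 9 reads stood behind the value of Sen 2. TE did not change detectably (-0.11 ± 0.18, adjusted p = 0.787). In both layers every senescent library lay under every proliferating one.

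Markers of senescence and proliferation moved in both layers. CDKN1A, the p21 gene (chromosome 6, 36644237 to 36655114), rose from 504 ± 11.9 to 1532 ± 61.7 CPM in mRNA (log2 fold change 1.60, adjusted p = 2.65e-14) and from 376 ± 126 to 730 ± 182 CPM in RPF (1.27, adjusted p = 7.52e-09). Its TE fold change of -0.35 ± 0.19 did not pass the threshold (adjusted p = 0.312). CDKN2A, the p16 gene (chromosome 9, 21967751 to 21995300), rose by 0.62 in mRNA and 1.53 in RPF, and its TE fold change of 0.97 passed the threshold (adjusted p = 0.00238). Among the 16 alternatives that give a fold change, it lost the threshold under DESeq2 (adjusted p = 0.999) and without Sen 1 (0.69, adjusted p = 0.314). Its adjusted p ranged from 0.00285 to 0.999 over these 16. Analysis of partial variance called 0 genes. CDKN2B (chromosome 9, 22002902 to 22009304) rose by 1.41 and 2.37, with 0 RPF counts in Sen 2 and 1 in Pro 1. Its TE fold change of 1.05 (adjusted p = 0.0765) lost the threshold without any 1 of Pro 2, Pro 3, Sen 1 and Sen 3, where adjusted p was between 0.274 and 0.466, and with DESeq2 (0.999), with a filter of at least 1 read (0.156) and with voom (0.1504). LMNB1 (mRNA -2.84, RPF -3.20), HMGB2 (-2.42 and -2.54) and MKI67 (-2.30 and -2.75) fell in both layers, and none of the 3 had a TE change past the threshold. Their TE signs were not fixed, with values of -0.40, 0.01 and -0.44 that turned to 0.17, -0.52 and 0.03 without Sen 1 and adjusted p-values of at least 0.443 in the full data.

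The study named TNFRSF19, HMGN2 and LMNB2 for higher translation against lower mRNA, and IL12A, CDKN1A and CDKN2B for the reverse. These 6 genes were selected from these libraries, so their values are not independent evidence. TNFRSF19 fell alike in mRNA (-2.56) and RPF (-2.67), with a TE fold change of -0.07 (adjusted p = 0.933). HMGN2 fell further in RPF (-2.63) than in mRNA (-1.72), and its TE fold change of -0.86 (adjusted p = 0.140) lost the threshold without Pro 2, Pro 3, Sen 1 or Sen 3, where adjusted p was between 0.193 and 0.751. It also lost it with DESeq2 (0.999), at least 1 read (0.245), CDS reads only (0.164), voom (0.179) and GC content and length trends removed (0.434). LMNB2 (chromosome 19, 2427636 to 2456957) fell from 239 ± 3.15 to 117 ± 15.1 CPM in mRNA (-1.04, adjusted p = 3.13e-10) while RPF showed no detectable change (-0.03, adjusted p = 0.905), giving a TE fold change of 0.98 ± 0.19 (adjusted p = 0.000366). Among the 16 alternatives that give a fold change, DESeq2 alone moved the LMNB2 TE log2 fold change out of the threshold (adjusted p = 0.999, against 0.000124 to 0.0961 in the others). The LMNB2 RPF change itself was -0.45 (adjusted p = 0.0252) once GC content and length trends were removed, and 0.20 (adjusted p = 0.591) without Sen 1. IL12A rose in mRNA (1.91, adjusted p = 1.06e-10) but had from 0 to 27 RPF counts per library and was not tested for RPF or TE. CDKN1A and CDKN2B, described above, complete the 6. None of the tested ones had mRNA and RPF changes of opposite sign. LMNB2 alone had a TE change past the threshold in the direction that the study gave. The TE changes of HMGN2 and CDKN2B passed it in the other direction. In 3 genes of RNA-binding proteins bound by HMGB1, mRNA and RPF fell together, with log2 fold changes of -0.92 and -1.16 for PNN, -1.29 and -1.42 for RBMX, and -0.85 and -0.87 for TRA2B. TE changes of these 3 genes, from -0.19 to 0.08, did not pass the threshold. The study had picked them among HMGB1 partners lowered in senescence, so their fall is not independent evidence either.

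**Figure D3:**
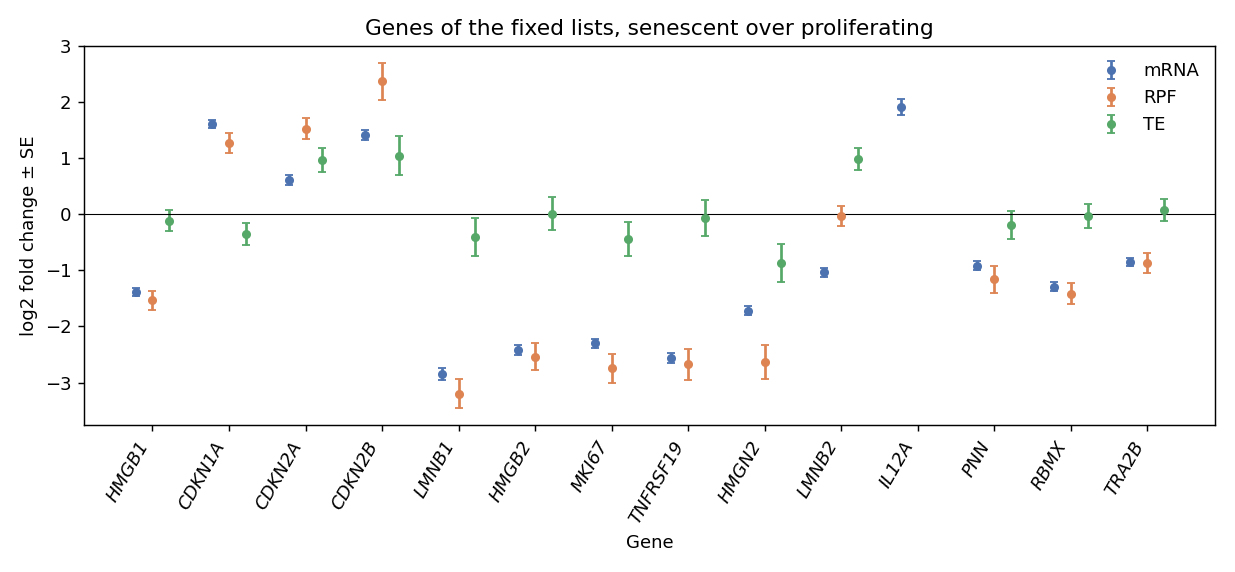
Log2 fold changes (senescent over proliferating, points) with SE (bars) in mRNA, RPF and TE for 14 of the 15 genes fixed beforehand. HMGB1 lies at -1.38 in mRNA and -1.53 in RPF, and LMNB2 at -1.04 in mRNA against -0.03 in RPF. IL12A has an mRNA value only.

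The strongest mRNA changes that met the naming rule belonged to genes with few or no reads in 1 state, so that only a bound on the fold can be given. Bounds were taken against 3 counts in the library of that state with the fewest reads, in CPM with TMM factors. On that scale 3 RPF counts in Pro 1 correspond to 50.3 CPM. FOXE1 was at least 14.9-fold, C5orf46 at least 12.8-fold, CSF2RB at least 10.6-fold, EHF at least 9.67-fold and CST1 at least 9.15-fold higher in senescent cells. DOK5 was at least 23.4-fold, FMO2 at least 18-fold, LRRN1 at least 9.52-fold and CRACR2A at least 3.25-fold lower. In RPF, where Pro 1 and Sen 2 set the bound, WNT16 was at least 1.67-fold higher and KRT19 at least 1.01-fold lower. CLSTN2 and TMEM178B were higher and SLC7A14 and RARRES2 lower with no bound over 1, so no fold is given for them, although adjusted p was at most 4.08e-08 for these 6 genes. KISS1 (chromosome 1, 204159469 to 204165619) rose from 7.21 ± 6.29 to 543 ± 117 CPM in RPF (log2 fold change 5.73 ± 0.25, adjusted p = 4.54e-33) and from 7.24 ± 0.40 to 269 ± 28.8 CPM in mRNA. ANKRD1 (chromosome 10, 92671853 to 92680844) rose from 20.1 ± 11.6 to 355 ± 123 CPM in RPF (4.80 ± 0.24, adjusted p = 6.28e-29). Among the lowest, POSTN (chromosome 13, 38136720 to 38172981) fell from 739 ± 281 to 43.8 ± 25.4 CPM in RPF (-4.91 ± 0.25, adjusted p = 1.14e-28). The fitted fold changes of KISS1, ANKRD1 and POSTN differ from the ratios of their mean CPM, in which Pro 1 and Sen 2 count as much as the deep libraries. All 9 genes named for RPF also changed in mRNA in the same direction.

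The 5 genes with the highest TE change that met the naming rule each carry a limit. For MAMDC2 and SLC22A4 the groups overlapped once 0.5 was added to each count. RANBP1 (chromosome 22, 20103461 to 20114878) had the firmest counts, from 18 to 476 RPF reads per library. Its mRNA fell from 137 ± 9.85 to 85.5 ± 6.37 CPM while its RPF rose from 240 ± 54.2 to 832 ± 557 CPM, giving a TE fold change of 2.19 ± 0.22 (adjusted p = 2.53e-12). The annotation places TRMT2A on the opposite strand across part of it, and the strand rule of the read assignment is not known. TAGLN3 (TE 4.61, adjusted p = 1.38e-07) had at most 2 mRNA counts in each senescent library and shares sequence with paralogs. MAMDC2 (TE 2.52, adjusted p = 1.92e-08) drew most of its RNA-seq reads from the 3′ UTR, 4829 against 40 in the CDS in proliferating cells, and its TE change turned to -1.38 (adjusted p = 0.0946) when RNA-seq reads of the CDS alone were used, past the threshold in the other direction. A processed pseudogene, RPL24P8, lies within its span on the same strand. CYP1B1 (TE 2.48, adjusted p = 0.00642) rested on 8, 5 and 5 RPF counts in senescent cells. SLC22A4 (TE 2.44, adjusted p = 0.0272) rested on 0, 0 and 4 RPF counts in proliferating cells, and lost the threshold without Pro 2, Pro 3 or Sen 3, where adjusted p was between 0.160 and 0.303. With DESeq2, RANBP1 (0.00106) and MAMDC2 (0.0111) of these 5 kept an adjusted p-value under 0.15, and the other 3 had at least 0.299.

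The 5 lowest TE changes were all histone genes, HIST1H2BD (-5.65), HIST1H2BG (-5.49), HIST1H2BJ (-5.08), HIST1H2AK (-5.00) and HIST1H2AJ (-4.89), with adjusted p-values of at most 3.24e-09. RPF fell in all 5, with log2 fold changes from -3.58 to -2.07, while the few poly(A)-enriched reads assigned to them rose. HIST1H2AJ, for example, had 4 mRNA counts in each proliferating library and from 14 to 20 in senescent ones. These are members of a multigene family with near-identical coding sequences, so the division of reads among them is uncertain.

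The 5 gene lists were each tested in the 3 layers. Proliferation genes had a median log2 fold change of -1.65 in mRNA (65 of 65 lower; camera adjusted p = 8.45e-47) and -1.80 in RPF (53 of 54 lower; 3.60e-21). Chromatin factors had medians of -0.99 in mRNA (41 of 43 lower; adjusted p = 1.33e-19) and -1.62 in RPF (31 of 33 lower; 1.59e-10). RNA-binding proteins that bind HMGB1 had medians of -0.80 (9 of 9 lower; adjusted p = 7.59e-05) and -0.88 (9 of 9 lower; 7.60e-06). The study named such proteins among HMGB1 partners that were lowered in senescence and by HMGB1 knockdown. A fall was thus built into this list, and its p-values are not independent evidence. Ribosomal protein genes had medians of -0.54 (79 of 79 lower; adjusted p = 3.47e-10) and -0.34 (60 of 79 lower; 3.97e-07). SASP genes had medians of 0.61 (30 of 41 higher; adjusted p = 4.62e-09) and 0.73 (22 of 31 higher; 7.53e-06), where 2 genes at the floor in mRNA did not move the median. All of these 10 calls in mRNA and RPF held under fry, with adjusted p-values up to 0.0444.

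Counts of changed genes were also taken with p-values adjusted over the list alone. For mRNA they were 65 of 65 (65 over all genes) for proliferation, 42 of 43 (42) for chromatin factors, 9 of 9 (9) for HMGB1-binding proteins, 78 of 79 (78) for ribosomal proteins and 39 of 41 for SASP (26 higher and 11 lower over all genes). For RPF they were 51 of 54 (51), 28 of 33 (28), 9 of 9 (8), 51 of 79 (4 higher and 43 lower) and 26 of 31 (20 higher and 5 lower). For TE they were 10 of 54 (4 higher and 4 lower), 8 of 33 (2 higher and 5 lower), 1 of 9 (1 lower), 39 of 79 (29 higher and 0 lower) and 4 of 31 (4 higher and 0 lower).

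In TE, ribosomal protein genes had a median fold change of 0.29 (68 of 79 higher; camera adjusted p = 5.51e-11), chromatin factors of -0.32 (26 of 33 lower; 0.00559) and SASP genes of 0.25 (22 of 31 higher; 0.0374). None of these 3 calls held under fry, where adjusted p-values were 0.129, 0.167 and 0.22. Lists of proliferation genes (-0.17, adjusted p = 0.198) and HMGB1-binding proteins (-0.03, adjusted p = 0.226) did not pass. The SASP call was lost without Pro 2 (adjusted p = 0.193), Pro 3 (0.0978), Sen 1 (0.373) or Sen 3 (0.166), and the chromatin call without Sen 1 (0.121). The call for proliferation genes appeared without Sen 2 (0.0392).

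**Figure D4:**
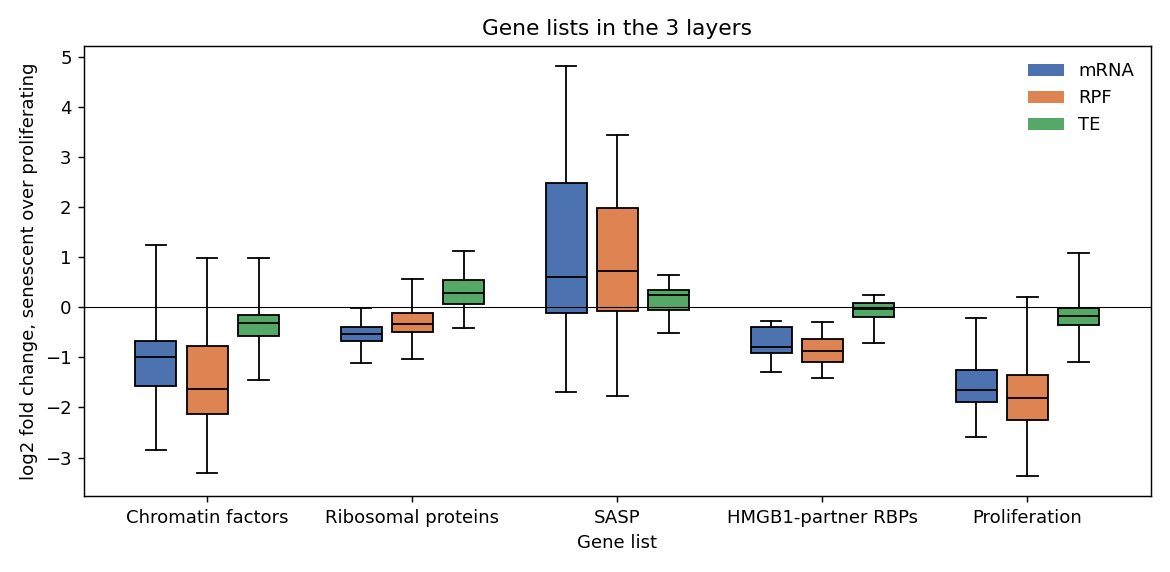
Log2 fold changes (senescent over proliferating) of the genes in 5 lists in mRNA, RPF and TE; boxes span the quartiles, the line is the median and whiskers reach the extremes. Ribosomal protein genes have medians of -0.54 in mRNA, -0.34 in RPF and 0.29 in TE, the last not past the threshold under fry, and proliferation genes lie at -1.65, -1.80 and -0.17.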

Values the study reported

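The study profiled both states in biological triplicates and treated genes passing a false discovery rate of 15% as regulated. It described about 800 transcripts in which the change in translation opposed the change in transcript level. For the subgroups in its gene set analysis it gave a buffer ratio of at least 0.6 on the log2 scale.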

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

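All tests in this part, and the rule that picked the features, were chosen only after the result was seen.

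Ribo-seq reads outside the CDS entered none of the comparisons, yet some of these reads gathered on features that lie next to tRNA genes. Among 133 features with at least 100 Ribo-seq reads outside the CDS and at least 10 times as many as in RNA-seq, 11 lay within 500 nt of a tRNA gene. These 11 features held a median of 18.3% of assigned reads in senescent Ribo-seq libraries and 3.99% in proliferating ones. By library the shares were 7.19%, 3.99% and 2.42% in Pro 1, 2 and 3, and 5.59%, 39.1% and 18.3% in Sen 1, 2 and 3. Sen 1 lay under Pro 1, so the groups overlapped, and a two-sided exact permutation test of the difference in means gave p = 0.2, where 3 against 3 libraries allow no p under 0.1. For 0 of the 11 features did all senescent libraries lie above all proliferating ones relative to CDS reads, while chance separates 10% of features in either direction. The ratio of the senescent to the proliferating median share was 4.59 for these features, 5.89 for 25 features that RefSeq types placed in neither class, 7.43 for 7 features without a RefSeq match and 1.52 for 90 features near other small RNA genes. Of the 25, 11 are small RNA genes by name (10 of small Cajal body RNAs and 1 microRNA), and the ratio was 1.17 for these and 6.42 for the other 14. With the 11 counted among the other small RNA genes, that class stayed at 1.52. The ratio of 5.89 came mainly from 3 of the 25 (LOC105375001, TRIM7 and MYNN). These held 60.3% of the class in Sen 1, 93.3% in Sen 2 and 88.6% in Sen 3. The other 22 held 1.39%, 1.05% and 1.0% of assigned reads in Sen 1, 2 and 3. In Pro 1, 2 and 3 these 22 held 3.92%, 0.795% and 0.511%, so the groups overlapped. As a share of reads outside the CDS, the 7 unmatched features held at most 9.56% in proliferating and at least 15.0% in senescent libraries (two-sided exact permutation p = 0.1, the smallest possible).

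Depth in CDS reads alone does not explain the shares of Pro 1 and Sen 2, which had nearly equal CDS reads (54421 and 54708) and shares of 7.19% and 39.1%. Their assigned reads, on which the shares are based, differed (158427 and 365289). With 1 library per state in this comparison, total depth stays open. A general carry-over of small structural RNAs into the senescent libraries may still be the source. The ratio of reads near tRNA genes to reads near other small RNA genes was 0.187, 1.29 and 1.27 in the proliferating libraries and 1.19, 7.47 and 5.42 in the senescent ones. It was raised in Sen 2 and Sen 3 but not in Sen 1 (1.19), so a carry-over of all small RNAs and a rise of tRNA-derived fragments cannot be told apart with 3 libraries per state. The positions of the 7 unmatched features are not known, so these may lie near tRNA genes as well. A lower share of CDS reads in senescent libraries stays open as well. Sen 1, whose CDS share of 77.8% was the nearest to those of Pro 2 and Pro 3, had a tRNA share of 5.59%, above both of them and under Pro 1, so a lower CDS share and the state of the cells cannot be told apart. A difference between proliferating and senescent cells in tRNA-derived fragments remains possible and untested.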

How the results depend on the processing

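RNA-seq reads of the CDS only, the fits without the 2 shallow lysates, voom with quality weights, removal of GC content and length trends, and library totals without factors were chosen only after the results were seen. Every alternative changed 1 choice at a time. The choice of the feature with the highest count per gene could not be run, because the tables list each gene symbol on 1 line.

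For mRNA, the count of 9413 changed genes stayed within 1.5 times under RLE factors, both other filters, DESeq2, a fit of all 12 libraries, CDS reads only, library totals, an adjusted p under 0.05 and each fit without 1 library (8851 to 9375). It fell to 4308 after thinning to Ribo-seq depth, where fewer reads and genes are the cause, and to 4201 with a change over 0.6, by construction. For RPF, the count of 4077 fell to 605 of 828 tested genes with at least 10 counts in every library, to 1164 with DESeq2 and to 2327 with the replicate number as a block, and went from 2689 (without Sen 1) to 4553 (without Pro 1) across the 6 fits that each left out 1 library. It stayed within 1.5 times under the other alternatives, from 3029 with a change over 0.6 to 4956 without the shallow lysates. Whether replicate numbers pair proliferating with senescent cells cannot be told. Deviations of same-numbered libraries correlated at 0.161, 0.101 and 0.0236 in RPF and 0.0733, -0.191 and 0.201 in mRNA. Ribo-seq and RNA-seq libraries treated as 1 lysate correlated no better (-0.139 to 0.215), so low values do not rule a pairing out. The same block gave 9424 genes for mRNA.

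For TE, the count of 775 fell to 430 of the genes with at least 1 read, 266 of 828 with at least 10 counts in every library, 28 with DESeq2, 0 by analysis of partial variance (548 genes at an unadjusted p under 0.05), 370 after removing GC and length trends and 270 at an adjusted p under 0.05. It rose to 1339 without the lysate block and to 1206 without the shallow lysates, 755 of which were also among the 775. The fits that each left out 1 lysate gave from 151 (without Pro 2) to 1103 (without Pro 1). In simulated libraries at these depths, analysis of partial variance recovered 0 changed genes in each of 10 draws and DESeq2 from 1.60% to 15.6% of them (median 7.35%), against 64.8% to 78.5% by edgeR (median 75%), so the low counts from these tests reflect their power at least in part. In a simulated draw, the fit without the lysate block gave 207 calls, 25.6% of them false, against 161 and 12.4% with it. It recovered 154 changed genes against 141. More false calls may thus be part of the rise to 1339. The cause of the other moves was not tested, apart from the smaller number of genes behind a stricter filter or threshold.

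Modes followed these tests. With at least 10 counts in every library, 410, 163 and 53 genes fell in abundance, translation and buffering mode, and with DESeq2 1062, 23 and 5. At an adjusted p under 0.05, translation mode held 205 and buffering mode 55 genes. Leaving out 1 lysate gave from 118 to 831 genes in translation mode and from 23 to 200 in buffering mode. The correlation of 0.803 moved by more than its spread over fits without 1 lysate (SD 0.0429) to 0.849 with at least 10 counts in every library and 0.868 for a mean of at least 100 RPF counts, and ranged from 0.70 (without Sen 1) to 0.817 (without Sen 2). Opposed genes went from 444 to 22 and 40 under these filters, 171 when RPF had to change by over 0.6 against an mRNA change of any size, and 234 when TE had to pass its threshold, and ranged from 466 to 857 without 1 lysate. The stricter definitions account for 171 and 234 by construction. The 2 filters left 828 and 1499 genes, but the share of opposed genes also fell, from 5.94% to 2.66% and 2.67%, so fewer genes do not account for it alone and its cause was not tested.

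In the gene list tests, all 10 calls in mRNA and RPF held under each alternative that was run. In TE, fry gave adjusted p-values of 0.167 for chromatin factors, 0.129 for ribosomal proteins and 0.22 for SASP. SASP also lost the call with CDS reads only (0.0925) and after removing GC and length trends (0.431), and chromatin factors lost it under the latter (0.103). Proliferation genes gained a call without the shallow lysates (0.0137). Across fits without 1 lysate, adjusted p ranged from 0.00332 to 0.121 for chromatin factors, 0.0392 to 0.795 for proliferation genes, whose direction turned at the upper end (without Sen 1), and 0.00222 to 0.373 for SASP. The ribosomal protein call held in all 6 (5.03e-18 to 8.69e-05). The cause of these moves was not tested.

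Of 1424 values recomputed for the 45 named genes, 1366 kept direction and side of the threshold, 27 became weaker, 2 became stronger and 29 in 10 genes reversed. Genes picked for the mRNA or RPF layer were recomputed in that layer alone, and effects from analysis of partial variance were left out because they are not fold changes; both were decided after the values were seen, and 16 of 34 TE effects had the opposite sign there. The HMGB1 fold change held from -1.51 to -1.36 in mRNA and from -1.74 to -1.33 in RPF. Most reversals were of values near 0, and their cause was not tested. The HMGB1 TE log2 fold change was 0.088 and the PNN TE log2 fold change 0.024 with GC and length trends removed. The HMGB2 TE log2 fold change was -0.030 with RLE factors, -0.041 with at least 1 read, -0.063 with DESeq2, -0.075 without the lysate block, -0.044 with joint TMM factors, -5.24e-05 with CDS reads only, -0.074 with voom and -0.063 with library totals, and went from -0.52 to 0.27 without 1 lysate. The TNFRSF19 TE log2 fold change was 0.040 with voom and went from -0.15 to 0.085. The LMNB2 RPF log2 fold change was 0.018 without the shallow lysates and went from -0.23 to 0.20. The TRA2B TE log2 fold change was -0.080 with CDS reads only, -0.0012 without the shallow lysates and went from -0.041 to 0.23. Without 1 lysate, the LMNB1 TE log2 fold change went from -0.74 to 0.17, the MKI67 TE log2 fold change from -0.74 to 0.030, and the RBMX TE log2 fold change from -0.34 to 0.055. The MAMDC2 mRNA log2 fold change was -0.070 with library totals and went from -0.10 to 0.12. With CDS reads only, the MAMDC2 TE log2 fold change was -1.38 and its mRNA change 4.2, because that setting leaves out its 3′ UTR reads.

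Depth limits the RPF and TE layers. In Pro 1 and Sen 2, 3 counts correspond to about 55 CPM on library totals, so most genes there are not resolved singly. A TE change of a gene without a call was not detectable at this depth rather than absent.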

Other observations

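The tests of thinning, of DESeq2 in simulated genes, of the histone genes, of the spread of ribosomal protein TE between lysates, of ribosomal protein genes with and without pseudogene entries, of FTL without the shallow lysates, of FTH1 with pseudogene reads, of the genes raised in the shallow libraries, and the splits for the mRNA, RPF and TE counts were chosen only after the result was seen.

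Opposed genes numbered 444 here. That is lower than the value quoted from the study above. The direction of this difference depended on lysate Sen 1. Without Sen 1 the number was 857, above the study's value, and without any other lysate it was from 466 to 684.

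Other splits of the lysates into 3 and 3 were run through the same tests. The result as large as the real one appeared in 1 of the 10 splits of the 6 lysates, the real one, for the number of changed genes in mRNA, in RPF and in TE, for the correlation of mRNA and RPF changes, and for the number of genes in abundance, translation and buffering mode. With 10 splits the share cannot fall under 0.1. For opposed genes 4 of the 10 splits gave as many or more, and the other 9 ranged from 240 to 634 with a median of 409, so their number does not stand out from that of other splits. The other 9 splits gave 0 changed genes in mRNA, with 11 to 133 at an unadjusted p under 0.05. The split of Pro 1, Sen 1 and Sen 3 against the rest, which exchanges the 2 shallow libraries, gave 3133 genes in RPF, 508 in TE, 398 in translation mode and a correlation of 0.779, while the remaining 8 gave 0 in RPF, with 4 to 318 at an unadjusted p under 0.05, and at most 2 in TE. RPF and TE counts may thus rest mainly on the 4 deep Ribo-seq libraries, 2 per state. Without the shallow lysates, 4956 genes changed in RPF and 1206 in TE.

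Fewer genes changed in RPF (4077) than in mRNA (9413). When each RNA-seq library was thinned to the reads of its Ribo-seq partner, the median over 10 draws was 4345 changed genes (4308 to 4398), 1.07 times the RPF count against 2.31 times at full depth. The lower depth of the Ribo-seq libraries may therefore account for the difference in counts, although the thinned test covered a median of 8523 genes. Among unchanged simulated genes at these depths, DESeq2 gave an unadjusted p under 0.05 for TE to a median of 0.0829% over 10 draws (0.0554% to 0.138%) and edgeR to 4.46% (4.0% to 4.91%). When the same Ribo-seq reads were spread evenly over the 6 libraries, DESeq2 recovered a median of 57.8% of changed genes for TE (48.0% to 64%), against 7.35% (1.60% to 15.6%) at the real depths. A loss of power of DESeq2 at uneven depth may thus be a source of the 28 against 775 TE calls. What in the test loses it, such as how libraries are weighted by depth, cannot be told apart, since 0.0829% shows a conservative test but not its mechanism.

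Replication-dependent histone genes stood out among lower TE calls and were singled out after their values were seen. All 22 tested genes of this kind had lower TE, with a median of -4.38, and they were 22 of the 267 lower TE calls and 22 of the 50 lowest. Their median change was -2.10 in RPF and 2.10 in mRNA. Their summed RPF level went from 2968, 2958 and 2853 CPM in Pro 1, 2 and 3 to 883, 786 and 653 CPM in Sen 1, 2 and 3, while their summed mRNA level rose from 85.5, 88.7 and 94.1 CPM to 399, 402 and 401 CPM. Most mRNAs of these genes carry no poly(A) tail, so RNA-seq of poly(A)-enriched RNA sees the minor tailed fraction. In 8 replication-independent histone genes, whose mRNAs carry tails, TE changes went both ways, from -0.63 to 0.45 with 4 of the 8 lower and 1 of the 8 past the threshold, so their median of -0.07 decides nothing. Each of the 8 nevertheless lay above the -2.11 that was the highest value among the 22. Poly(A) selection may thus produce the TE change of the replication-dependent genes, with the tailed fraction rising as total histone mRNA falls; total RNA was not analysed here, and a change in their translation was not tested.

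The higher TE of ribosomal protein genes (median 0.29) was weighed against technical sources. It did not fall to 0 after removing GC content and length trends (0.377), with RNA-seq reads of the CDS alone (0.222) or without the 2 shallow lysates (0.305), so none of these 3 alone accounts for it. Reads shared with pseudogenes cannot be told apart from it. Adding the reads of 31 pseudogene entries gave 0.298, but these belong to 19 of the 79 genes, too few to move the median of the list to 0. The median of these 19 was 0.28 without and 0.31 with the added reads, and that of the other 60 was 0.30, while reads of pseudogenes outside the tables cannot be counted. The spread between lysates cannot be told apart from an effect of state. Relative to all genes, median log2 ratios of RPF to mRNA were -0.50, -0.43 and -0.29 in Pro 1, 2 and 3 and -0.09, -0.46 and 0.16 in Sen 1, 2 and 3, where Sen 2 lay within the proliferating range, with an exact two-sided permutation p of 0.3 for a difference of 0.28. With 3 against 3 lysates no p under 0.1 is possible. Without Sen 3 the median was 0.16, and without any other lysate it stayed between 0.20 and 0.33. Genes past the threshold, 29 in the full data, numbered 3 without Sen 3, 4 without Pro 2, 8 without Sen 1, 9 without Pro 3, 29 without Pro 1 and 32 without Sen 2. A weaker loss of ribosomes than of mRNA on these genes may be a feature of the senescent state, but the 3 lysates per state leave that open.

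FTL, the ferritin light chain gene (chromosome 19, 49468566 to 49470136), was picked after its values were seen. Its mRNA fell by 0.29 on the log2 scale while RPF rose by 1.71, giving a TE change of 2.0 ± 0.24 (adjusted p = 1.31e-09). The shallow libraries do not explain it, as the change was 2.14 (adjusted p = 1.05e-09) without these lysates. Reads shared with pseudogenes cannot be told apart from it, because the 1 pseudogene entry of FTL held 0 Ribo-seq reads and at most 1 read per RNA-seq library, and adding them left the change at 2.0. Pro 1, with 654 CPM in RPF, lay within the senescent range of 580 to 1009 CPM, whereas Pro 2 and Pro 3 had 178 and 181 CPM. A candidate explanation is iron-responsive translation, in which an element in the 5′ UTR blocks translation until iron is plentiful. FTH1, whose 5′ UTR has the same kind of element, had a TE change of 1.08 (adjusted p = 0.000936). Its pseudogene entries held from 29.5% to 41.8% of the joint reads in Ribo-seq and from 24% to 26.2% in RNA-seq libraries, which limits that value, and with these reads added it was 1.14 (adjusted p = 0.000165). The other genes of the list, made after FTL was noticed, were EPAS1 (1.23, adjusted p = 1.74e-05) and SLC40A1, which had too few RPF reads to be tested. TFRC, whose element lies in the 3′ UTR and acts on mRNA stability, had log2 fold changes of -0.70 in mRNA, -0.85 in RPF and -0.07 in TE. In the settings that give a fold change, calls for FTL and EPAS1 held in all 17 and all 16, whereas FTH1 lost its call with DESeq2 and without Pro 3. Analysis of partial variance, which called 0 genes, gave FTL an adjusted p of 0.716 (unadjusted p = 0.12). The TE change of FTH1 may share this cause, but iron itself was not measured.

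Genes raised in the 2 shallow Ribo-seq libraries of either state were sought with a fit of state and shallow library. For RPF 16 of 7521 genes passed (7 higher and 9 lower, 561 at an unadjusted p under 0.05). AKR1C1 was higher by 3.05 on the log2 scale (adjusted p = 2.84e-08), AKR1C2 by 3.14 (adjusted p = 6.94e-08) and HMOX1 by 2.01 (adjusted p = 0.0203), although from 7 to 16 reads stood behind each shallow value. The same 3 genes were not higher in the RNA-seq libraries of these lysates (-0.22, -0.30 and -0.15), which argues against more mRNA as the source, and HMOX1 is no close paralog of AKR1C1 or AKR1C2, so reads shared between paralogs do not explain its value of 2.01. An oxidative stress response acting on translation cannot be told apart from a library effect. All 3 genes are targets of the stress regulator NRF2. In RPF, 6 other targets (NQO1, TXNRD1, SRXN1, GCLM, GCLC and SLC7A11) had a median of 0.31 with 5 higher, but 0 passed the threshold at the depth of these libraries. Their list was written afterwards. In mRNA these 6 lay between -0.09 (SLC7A11) and 0.11 (NQO1), so no clear rise in NRF2 target mRNA was seen in these lysates. FTL (1.11) and RANBP1 (1.20) were also higher in the shallow libraries (adjusted p = 0.000708 for both), which adds to the limits on their TE values. Whether Pro 1 or Sen 2 is mislabelled or mixed was tested by fitting each library as a mixture of the profiles of both states. Shares of the own state were 0.822 for Pro 1 and 0.797 for Sen 2, against 0.902 to 0.983 for the other Ribo-seq libraries, which argues against exchanged labels. In RNA-seq of the same lysates the shares were 0.992 and 0.962, against at least 0.983 in the other RNA-seq libraries. These values argue against an admixture of that size in the lysates themselves. A small admixture, or one in the Ribo-seq libraries alone, may remain.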
